A study of Mus musculus with 167 samples. Its data were reported in "Identification of miRNA signatures associated with radiation-induced late lung injury in mice" (2020).

How the data were processed

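Mature microRNA (miRNA) reads were measured in whole lung, heart and brain homogenates and in leukocyte (WBC) and erythrocyte (RBC) fractions of blood from C3H and C57 mice after whole thorax lung irradiation (WTLI) or sham irradiation. Per the labels and the study's methods, the authors prepared small RNA libraries, trimmed the reads and aligned them to mouse miRNAs of the mm10 build in a commercial cloud pipeline, and rejected runs with few miRNA reads. The deposited tables, 1 for each of 5 tissues, hold raw read counts of 1915 mature miRNAs per library, and the authors applied no normalisation to these counts. Whether molecular identifiers were used for counting, and how reads that fit several miRNAs were assigned, was not stated, so all errors of single counts cover counting error only. Every column named a sample (0 columns of no sample), every row named a miRNA (0 rows without a name), and 167 libraries from 35 animals were used. The plasma time course of the study was not analysed here.

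Libraries were assigned to 20 groups (5 tissues by 2 strains by irradiation) from the sample labels. The labels also gave the sex and a letter, A or B, whose meaning was not stated. All C3H mice were female, and 1 of the 5 irradiated C57 mice was female. Strain and time after WTLI (month 4 in C3H, month 6 in C57) were confounded. No pair of libraries of a group agreed within sampling noise (the smallest chi-square per degree of freedom was 15.5), so each library counted as 1 replicate.

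Differential abundance was tested in R 4.3.3 with limma 3.58.1. Counts were filtered with filterByExpr of edgeR 4.0.16 (a count minimum of 10 and a total minimum of 15), transformed by voom to log2 RPM (counts divided by the library total, times 10 to the power of 6) with quantile normalisation, and fitted with 1 model per tissue with 4 groups (strain by irradiation), followed by moderated two-sided tests. Adjusted p-values are those of limma with Benjamini-Hochberg adjustment over the miRNAs tested in that tissue. A miRNA was called changed at an adjusted p under 0.05 and a fold change of at least 2.25 (1.17 on the log2 scale). Sham animals were compared between strains and sexes in a fit with 6 groups that included sex, and lung was compared with heart in a joint fit with 8 groups. Quantile normalisation gives the same value to the same rank in each library, so the few most abundant miRNAs can take only a few values. Per-library values other than normalised ones are given as RPM of the library total.

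Calls shared by the strains were tested with Fisher's exact test (one-sided). Library totals and marker scores were compared with exact permutation tests (two-sided) of the difference in group means over all splits. A marker score was the mean normalised log2 RPM over a fixed set of miRNAs, and 7 sets were used: erythrocyte (miR-451a, miR-486a-5p, miR-144-3p and -5p), leukocyte (miR-150-5p, miR-223-3p, miR-155-5p, both arms of miR-142a), cardiac muscle (miR-1a-3p, miR-133a-3p, miR-208a-3p, miR-499-5p), endothelial (miR-126a-3p and -5p), epithelial (miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-141-3p, miR-429-3p), ciliated epithelium (miR-34b and miR-34c of both arms, miR-449a-5p) and mesenchymal (miR-143-3p, miR-145a-5p, miR-199a-3p and -5p, miR-214-3p). All members of the 7 sets were tested in lung and all but miR-449a-5p in heart, and no miRNA was in more than 1 set. The groups, tests, thresholds, marker sets, study list and most alternatives were fixed before the data were examined. The miRNAs named are those of the study list (9 in lung, 8 in heart), the marker miRNAs, and in each contrast up to 5 called miRNAs with the smallest adjusted p. The study list was chosen by the study on these same libraries.

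The fits were tested on simulated counts with the real means and library sizes, in which 200 of all miRNAs were changed by 2 on the log2 scale. Of these, 37 were among the 351 that passed the filter. All 37 (100%) were called in both strains by limma, edgeR and DESeq2 1.42.0, and the main test called 0 unchanged miRNAs. All simulated miRNAs shared 1 relative spread, no strain or batch differences were simulated, and the change lay well past the fold minimum. The simulation thus says little about changes near that minimum or about real variation between libraries. The alternatives were edgeR's quasi-likelihood test with TMM factors, DESeq2, voom with TMM or with library size alone, looser (1 count in any library) and stricter (10 counts in every library) filters, no fold minimum, the letter or sex as a covariate, C57 males alone, 1 strain at a time, the animal as a block, and fits that each left out 1 library. In lung, heart, brain and RBC only irradiated libraries were left out. Surrogate variables (sva 3.50.0), fits of each letter alone, and leaving out irradiated C3H libraries for results other than the C3H counts were added after the data were seen. Further sets of miRNAs enriched in 1 tissue, used to test for RNA of other tissues, were defined after the data were seen, with a lower RPM minimum for blood, lung and heart than for brain because few miRNAs passed the first one.

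The same animals gave all tissues, per the labels. Deviations from group means correlated weakly between lung and heart of the same animal (median r of 0.0979 across 290 miRNAs, against -0.00149 for different animals), and 17 of 35 animals had an r above 0.1. The correlation estimated for the block was 0.0175 over all tissues and 0.057 for lung with heart.

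Coordinates are those of GRCm38 (the build mm10 is named after), from GENCODE release M21, in which 1847 of 1915 miRNA names were matched. The counts of miR-199a-3p and miR-199b-3p (median ratio 1.00 over 167 libraries) and of miR-486a-5p and miR-486b-5p (0.999) were nearly equal, so the abundance of each of these is uncertain. Python 3.11.15 with matplotlib 3.10.9 drew the plots. Total counts per library were between 1794995 and 7865102.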

Results

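MiRNA abundance was measured in 5 tissues of C3H and C57 mice that had received WTLI, a single exposure of the chest with the rest of the body shielded, or a sham exposure. Tissues were taken in month 4 from C3H mice and in month 6 from C57 mice. Lung, heart, brain and RBC libraries were each obtained from 7 irradiated and 8 sham C3H mice and from 5 irradiated and 15 sham C57 mice. WBC libraries were obtained from 6 irradiated and 5 sham C3H mice and from 5 irradiated and 11 sham C57 mice. The median total count per library was 3578036 in lung, 3355101 in heart, 2966605 in brain, 4172573 in WBC and 3522574 in RBC. After filtering, 350 miRNAs were tested in lung, 312 in heart, 433 in brain, 291 in WBC and 229 in RBC.

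A few miRNAs took a large share of the counts. MiR-126a-3p made up 34.4% ± 5.45 of lung counts (SD, n = 35) and 32.2% ± 3.18 of heart counts (SD, n = 35). MiR-1a-3p made up a further 22.3% ± 4.46 of heart counts. MiR-16-5p made up 44.9% ± 6.12 of WBC counts (SD, n = 27) and 43.7% ± 7.97 of RBC counts (SD, n = 35). Marker miRNAs were used to compare the libraries with their tissue labels. In 35 of 35 heart libraries the share of miR-208a-3p was above that of every library of another tissue, and the same held for miR-124-3p in 35 of 35 brain libraries, miR-34c-5p in 35 of 35 lung libraries and miR-200c-3p in 34 of 35 lung libraries. The blood fractions were less distinct. MiR-223-3p was above every library of another tissue in 13 of 27 WBC libraries, and miR-451a was so in 0 of 35 RBC libraries, with mean shares of 1.45% in both fractions.

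Total counts and the number of detected miRNAs were compared between irradiated and sham mice in 20 exact permutation tests (two-sided, adjusted by Benjamini-Hochberg). More miRNAs were detected in irradiated than in sham lung of C3H mice, 589.7 ± 27.6 (SD, n = 7) against 542 ± 8.46 (SD, n = 8; exact p = 0.000932, adjusted p = 0.00932), and 6 of 7 irradiated libraries were above all sham libraries. The difference was 33.6 within letter A of the sample titles and 57.3 within letter B. The same was found in C57 lung, 594 ± 18.1 (SD, n = 5) against 526 ± 25.0 (SD, n = 15; exact p = 6.45e-05, the smallest these splits can give, adjusted p = 0.00129), with 5 of 5 above all sham libraries and differences of 80.4 (A) and 56.3 (B). Log2 total counts in C57 lung were higher by 0.36 after irradiation (n = 5 and 15; exact p = 0.0128, adjusted p = 0.0856; 5 of 5 above the sham median; 0.56 in A and 0.18 in B), a difference that did not pass the correction.

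The first question was which miRNAs changed in the irradiated lung. In C3H lung 34 miRNAs were called (22 higher and 12 lower), and 117 had an adjusted p under 0.05 without the fold minimum. In C57 lung 21 were called (13 higher and 8 lower), and 58 passed without the fold minimum. In C57 lung the fits of C57 males alone and of letter A alone gave 6 calls each, the fewest of all alternatives. With at least 10 counts required in every library the calls were 13 in C3H and 8 in C57. The split into higher and lower calls depended on the scaling. With library size alone 41 miRNAs were higher and 3 lower in C3H lung, and 20 were higher and 2 lower in C57 lung, while the median log2 change of all tested miRNAs moved from -0.08 to 0.27 in C3H and from -0.05 to 0.12 in C57. Changes below are relative to the quantile-normalised distribution.

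The largest change in lung was that of miR-7b-5p (mmu-miR-7b-5p; GRCm38 chromosome 17, 56242988 to 56243098, plus strand, in no annotated host gene). Its abundance rose from 6.33 ± 1.27 RPM (SD, n = 8) in sham to 203 ± 60.7 RPM (SD, n = 7) in irradiated C3H lung, and from 23.1 ± 6.11 RPM (SD, n = 15) to 795 ± 336 RPM (SD, n = 5) in C57 lung. The log2 fold change was 4.55 (SE 0.29, limma adjusted p = 2.93e-15) in C3H and 4.78 (SE 0.24, limma adjusted p = 1.26e-18) in C57. All 7 irradiated C3H libraries and all 5 irradiated C57 libraries were above every sham library of their strain. Within letters A and B the log2 change was 4.24 and 4.76 in C3H and 3.95 and 5.35 in C57.

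MiR-34a-5p (chromosome 4, 150068454 to 150068555, no host gene) rose by 1.57 on the log2 scale in C3H lung (SE 0.16, limma adjusted p = 6.41e-10, above all sham libraries in 7 of 7) and by 1.17 in C57 lung (SE 0.15, limma adjusted p = 4.14e-07, above the sham median in 5 of 5), where it lay just under the fold minimum and was called when irradiated replicate 1, 2 or 3 was left out (1.27, 1.20 and 1.20) and with library size alone (1.26), among other fits. Within letters A and B it rose by 0.84 and 1.43 in C57. MiR-10b-5p (chromosome 2, 74726070 to 74726137, within introns of Hoxd3 and Hoxd4) rose by 1.19 in C3H (SE 0.23, limma adjusted p = 0.000137, 7 of 7 above all sham) and by 2.11 in C57 lung (SE 0.21, limma adjusted p = 1.40e-09, 5 of 5 above all sham). In C3H its change fell under the fold minimum without irradiated replicate 1 (1.09) or 3 (1.15). It was not called in the joint fit of all 5 tissues with the animal as a block (1.18, limma adjusted p = 0.0755). MiR-335-5p (chromosome 6, 30741299 to 30741396, intron of Mest) rose by 1.35 in C3H (7 of 7 above all sham) and 1.30 in C57 (5 of 5 above the sham median), with 0.78 in letter A and 1.76 in letter B of C3H. MiR-541-5p (chromosome 12, 109742409 to 109742498, intron of Mirg) rose by 1.64 and 1.20, in 7 of 7 and 5 of 5 libraries above all sham, and by 1.05 in C57 without irradiated replicate 1. With sex as a covariate it rose by 1.169 in C57, just under the fold minimum, and was not called. MiR-376b-3p (chromosome 12, 109723458 to 109723539, no host gene) rose by 1.39 in C3H (7 of 7 above all sham) and 1.45 in C57 (5 of 5 above the sham median).

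Both arms of miR-21a (chromosome 11, 86584067 to 86584158, within an exon of Vmp1) were examined. MiR-21a-3p rose by 1.47 in C3H lung (limma adjusted p = 0.00177, 7 of 7 above the sham median) and 1.41 in C57 lung (limma adjusted p = 0.00373, 5 of 5 above the sham median), and in C57 by 1.11 without irradiated replicate 5. Within letters A and B the rise was 0.71 and 2.13 in C3H and 0.61 and 2.11 in C57. MiR-21a-5p (mmu-miR-21a-5p) rose from 21809.5 ± 2285 RPM (SD, n = 8) to 75595 ± 23683 RPM (SD, n = 7) in C3H lung (limma adjusted p = 0.00509, 7 of 7 above all sham) and was not called in C57 lung (0.85, limma adjusted p = 0.136, 5 of 5 above the sham median), and the interaction did not separate the strains (0.65, limma adjusted p = 0.649). This miRNA was among the most abundant in lung, so quantile normalisation gave all 5 irradiated C57 libraries 1 value. In sham C57 male replicates 1 and 4, both of letter A, it was the most abundant miRNA (20.2% and 23.7% of counts). Its mean share over all lung libraries was 6.24%. Both raised the sham mean of letter A, and no fit left out only these libraries. MiR-21a-5p was called in C57 lung by voom with TMM (1.29, limma adjusted p = 0.00608) or library size alone (1.43, limma adjusted p = 0.00188). It was also called in the joint fit of all 5 tissues with the animal as a block (1.60). EdgeR and DESeq2, which have no quantile step either, did not call it. Within letters A and B of C57 the rise was 0.37 and 1.39 (limma adjusted p = 0.823 and 0.000107). MiR-196b-5p (mmu-miR-196b-5p; chromosome 6, 52230081 to 52230165, within an exon of Hoxa9) had at most 2 counts in any sham library of either strain. Measured against a floor of 3 counts it was at least 2.80-fold higher in irradiated C3H lung and at least 4.70-fold higher in irradiated C57 lung, above all sham in 5 of 7 and 5 of 5 libraries. In C3H the limma adjusted p was 0.0118, and 0.0591 without irradiated replicate 1. MiR-676-3p (chromosome X, 100381097 to 100381185, intron of Eda) changed by -0.96 in C3H and -1.05 in C57, with adjusted p-values of 0.00766 and 0.0107 by limma, below the sham median in 7 of 7 and 5 of 5 libraries, and did not reach the fold minimum. In C57 it did so without irradiated replicate 2 (-1.23), under edgeR (-1.20, edgeR adjusted p = 0.00502) and under DESeq2 (-1.20, DESeq2 adjusted p = 0.000290). Within letters A and B miR-676-3p changed by -0.40 and -1.43 in C3H and by -0.62 and -1.47 in C57. It was called in letter B of both strains and in letter A of neither. MiR-101c (chromosome 9, 3038669 to 3038743, no host gene) had the smallest adjusted p among the lower calls of C3H lung (-1.87, SE 0.25, limma adjusted p = 3.91e-07, 7 of 7 below all sham).

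**Figure D1:**
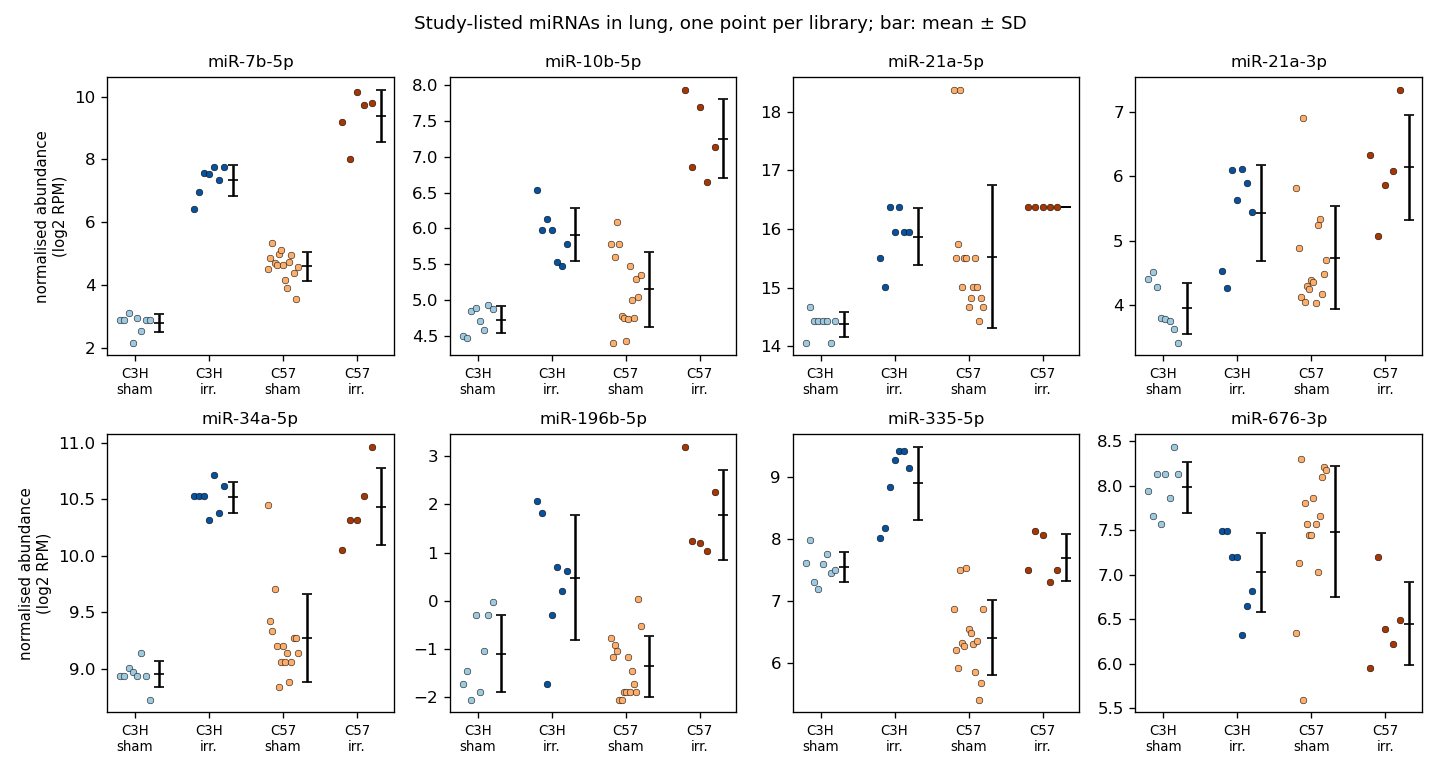
Normalised abundance (log2 RPM) of the 8 tested miRNAs of the study list in lung, with 1 point per library and a bar for the mean ± SD of each group. MiR-7b-5p separated all irradiated from all sham libraries in both strains.

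Of the 9 miRNAs on the study's lung list 8 were tested, and miR-448-3p did not pass the filter. In C3H lung 7 of 8 were called and in C57 lung 5 of 8. Adjusted over the list alone the calls were also 7 and 5, which is not independent evidence because the list was chosen on these libraries. The next question was whether the strains responded alike. Between the 34 and 21 calls, 12 were shared with 1 direction, where 2.04 were expected by chance (Fisher's exact test, one-sided, p = 1.57e-08). The shared miRNAs were miR-7b-5p, miR-10b-5p, miR-21a-3p, miR-129-5p, miR-184-3p, miR-196b-5p, miR-208b-3p, miR-216a-5p, miR-335-5p, miR-376a-3p, miR-376b-3p and miR-541-5p. Across the 350 miRNAs, which are not independent replicates, the log2 changes of the strains had a Pearson r of 0.685 and a Spearman rho of 0.629.

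The interaction of strain and irradiation tested the difference itself. It called 1 miRNA in lung, miR-184-3p (mmu-miR-184-3p; chromosome 9, 89802260 to 89802328, minus strand, no host gene), and 47 had an unadjusted p under 0.05. MiR-184-3p rose from 3.70 ± 1.46 RPM (SD, n = 8) to 82.0 ± 18.7 RPM (SD, n = 7) in C3H lung and from 6.27 ± 5.15 RPM (SD, n = 15) to 20.1 ± 9.57 RPM (SD, n = 5) in C57 lung. The log2 change was larger in C3H by 2.44 (SE 0.48, limma adjusted p = 0.00429), and 7 of 7 C3H libraries against 2 of 5 C57 libraries lay above all sham. When all lung libraries were thinned to 2024219 counts, the difference had a median of 2.41 (1.91 to 2.76), so its size depended little on depth, and the adjusted p was under 0.05 in 86 of 100 thinnings.

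**Figure D2:**
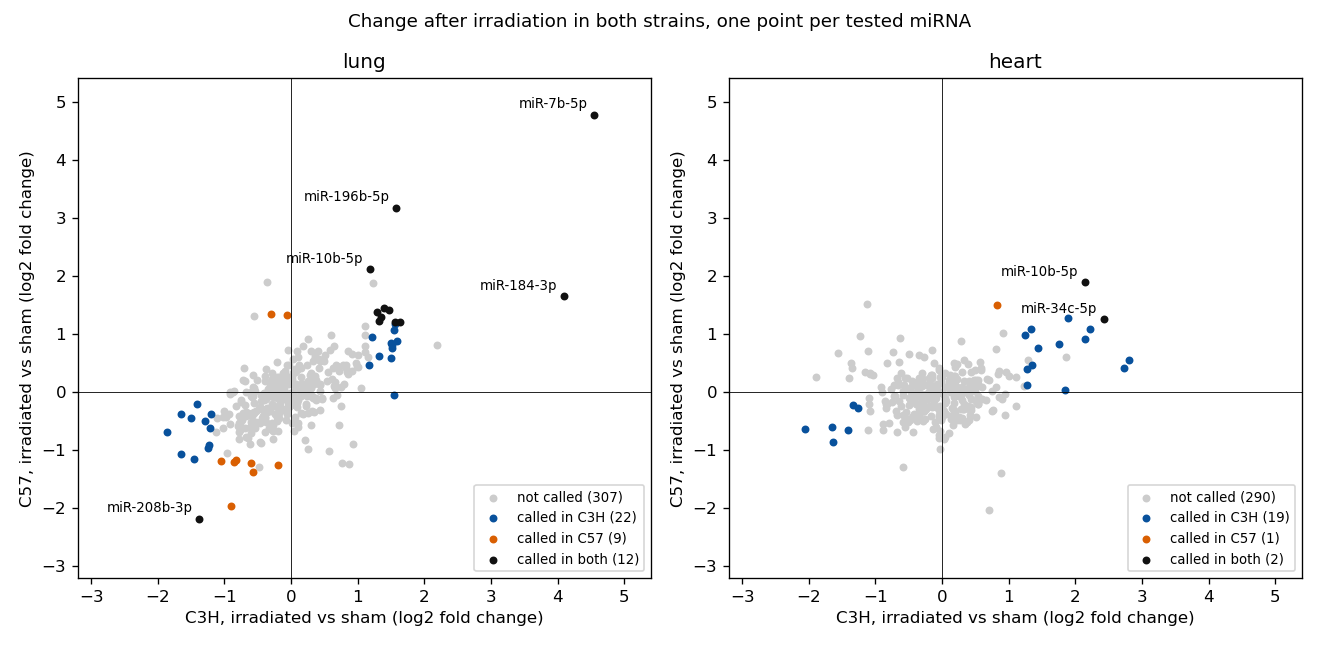
Log2 fold change of irradiated against sham mice in C57 (vertical axis) and C3H (horizontal axis), with 1 point per tested miRNA in lung and in heart. In lung 12 miRNAs were called in both strains, and in heart 2.

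In C3H heart 21 miRNAs were called (15 higher and 6 lower), and in C57 heart 3 (all 3 higher). Dropping the fold minimum moved both counts most, to 52 in C3H and 11 in C57, and C57 heart also had 11 calls without the filter on low counts. With at least 10 counts required in every library 10 were called in C3H heart. Within letters 38 (A) and 11 (B) were called in C3H, and all 21 calls had 1 direction in both letters. Leaving out irradiated C3H replicate 1 gave 32 calls in C3H heart. The interaction called 0 miRNAs in heart, with 51 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0532 by limma, so in this fit a difference between the strains was not shown for any single miRNA in heart. It called 2 under DESeq2, 1 with the letter as a covariate, 4 with the filter loosened, 4 without irradiated C3H replicate 1 and 1 without replicate 3.

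MiR-150-5p (mmu-miR-150-5p; chromosome 7, 45121757 to 45121821, no host gene) fell from 320 ± 77.5 RPM (SD, n = 8) to 104 ± 29 RPM (SD, n = 7) in C3H heart, a log2 change of -1.63 (SE 0.16, limma adjusted p = 1.42e-09, 7 of 7 below all sham). In C57 heart it changed by -0.85 (limma adjusted p = 0.000312, 4 of 5 below all sham), and the strains were not shown to differ (interaction -0.78, limma adjusted p = 0.0624). MiR-34b-3p and miR-34c-5p (chromosome 9, 51103562 to 51103645 and 51103034 to 51103110, minus strand, opposite an intron of Btg4) rose by 2.21 and 2.43 in C3H heart, with adjusted p-values of 3.14e-09 and 5.55e-08 by limma and 7 of 7 libraries above all sham for each, and by 1.08 and 1.25 in C57 heart, where 5 of 5 lay above the sham median. In C57 miR-34c-5p rose by 1.15 without irradiated replicate 3, under the fold minimum, and miR-34b-3p by 1.17 and 1.20 without replicate 4 or 5, past it. MiR-34c-3p rose by 2.80 in C3H heart (7 of 7 above all sham). MiR-10b-5p rose by 2.14 in C3H (limma adjusted p = 1.06e-07, 7 of 7 above all sham) and 1.89 in C57 heart (limma adjusted p = 8.66e-06, 5 of 5 above all sham). MiR-216a-5p (chromosome 11, 28757012 to 28757083, intron of Gm12082) rose by 2.73 in C3H heart (7 of 7 above all sham) and was not called in C57 heart (0.42, limma adjusted p = 0.748, 4 of 5 above the sham median), with an interaction of 2.31 (limma adjusted p = 0.0532). MiR-21a-5p rose by 1.33 in C3H and 1.08 in C57 heart, and in C3H the call rested on the quantile step, with 1.14 under edgeR and DESeq2, 1.10 under TMM and 0.98 under library size alone. In C57 heart it lay under the fold minimum (limma adjusted p = 0.000201). There it was called in 4 of 20 alternatives. Among them were C57 males alone (1.19), letter B alone (1.20) and the joint fit of all 5 tissues with the animal as a block (1.21). MiR-34a-5p rose by 1.27 and 0.41. MiR-199b-5p (chromosome 2, 32318460 to 32318569, opposite an intron of Dnm1) changed by -1.26 in C3H heart (limma adjusted p = 0.0269, 7 of 7 below the sham median) and by -0.96 (limma adjusted p = 0.109) without irradiated replicate 3, with -1.78 in letter A and -0.78 in letter B. Under edgeR and DESeq2 it lay under the fold minimum (-1.14 and -1.17). MiR-21a-3p (mmu-miR-21a-3p) was the remaining call in C57 heart, from 3.53 ± 1.60 RPM (SD, n = 15) to 10.1 ± 1.63 RPM (SD, n = 5; limma adjusted p = 0.000201, 5 of 5 above all sham).

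**Figure D3:**
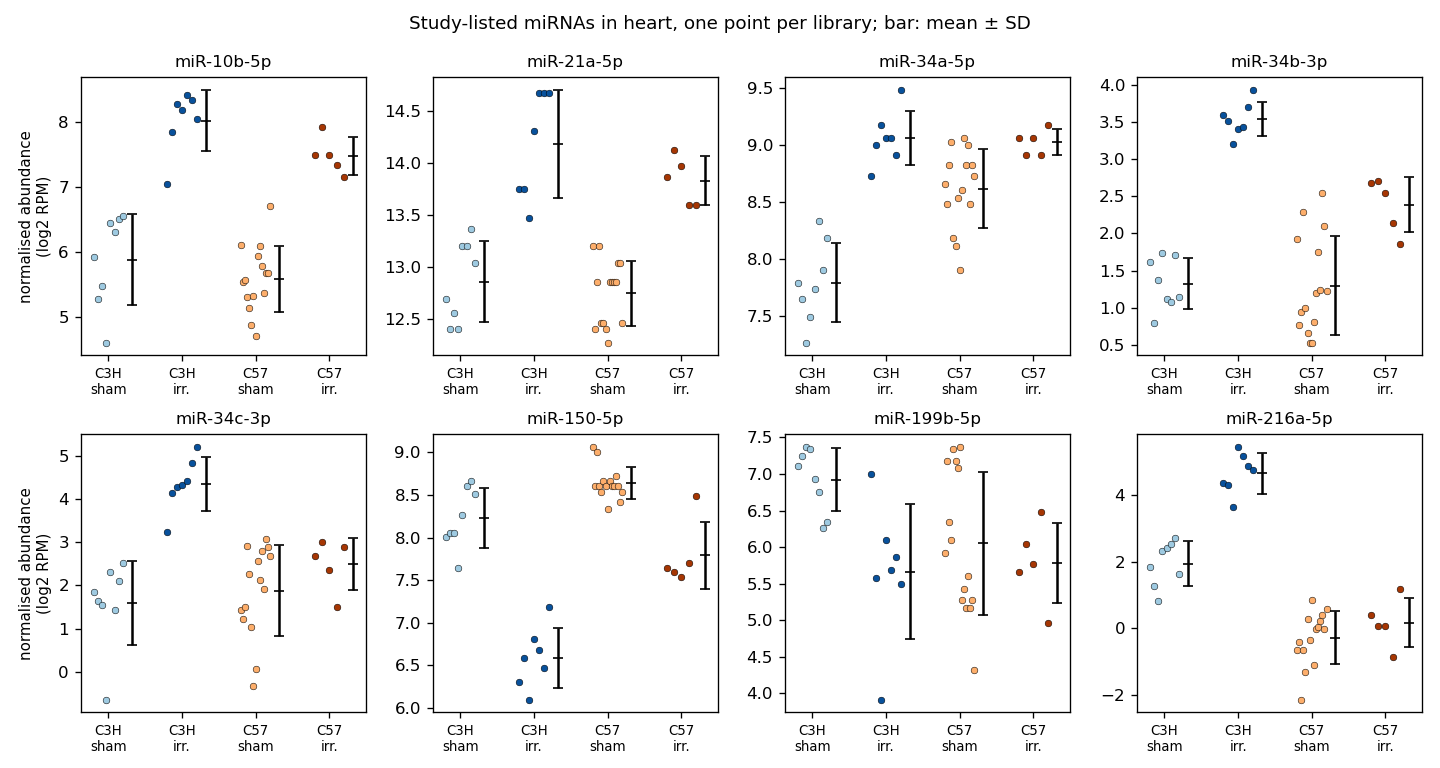
Normalised abundance (log2 RPM) of the 8 miRNAs of the study list in heart, with 1 point per library and a bar for the mean ± SD of each group. All 7 irradiated C3H libraries lay below all sham C3H libraries for miR-150-5p and above them for miR-216a-5p.

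All 8 miRNAs of the study's heart list were called in C3H heart and 1 in C57 heart, and adjusted over the list alone the calls were again 8 and 1. Of the 8, miR-21a-5p and miR-199b-5p were not called by edgeR or DESeq2. The strains shared 2 heart calls, miR-10b-5p and miR-34c-5p, where 0.202 were expected (Fisher's exact test, one-sided, p = 0.0125). The log2 changes of the strains had an r of 0.289 and a rho of 0.194 across 312 miRNAs, and 19 of 100 splits of the libraries gave an r as high.

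The joint fit of lung and heart asked whether the change after WTLI differed between the tissues. It called 20 of 374 miRNAs in C3H (10 with a log2 change higher in lung than in heart, 10 lower) and 12 in C57 (5 and 7). With 10 counts required in every library they were 4 and 3, and with the filter loosened 28 were called in C57. With library size alone they were 35 in C3H (30 higher and 5 lower) and 6 in C57. The difference for miR-7b-5p was 4.28 in C3H (SE 0.47, limma adjusted p = 1.05e-10) and 4.33 in C57 (SE 0.46, limma adjusted p = 2.26e-11). The difference for miR-34c-5p was -2.60 in C3H and -1.43 in C57, and that for miR-34b-3p was -2.58 and -1.47, with limma adjusted p-values of 1.24e-08, 0.00653, 1.81e-08 and 0.00653 in that order. Both rose in heart in 7 of 7 C3H libraries, and neither was called in lung.

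In brain 0 miRNAs were called in either strain, with 9 (C3H) and 53 (C57) at an unadjusted p under 0.05. In WBC 0 were called, with 20 and 12 at an unadjusted p under 0.05, and in RBC 0 were called, with 43 and 14. The interaction called 0 in brain, WBC and RBC (21, 5 and 12 at an unadjusted p under 0.05). The counts moved most in C3H RBC, to 13 with DESeq2, where edgeR called 6. The joint fit of all 5 tissues with the animal as a block also gave 13 in C3H RBC.

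Sham mice were compared to show the size of differences between strains and sexes. Between sham C3H and C57 females 20 miRNAs were called in lung, 36 in heart, 12 in brain, 50 in WBC and 14 in RBC. The 12 in brain were reached by 5 of 100 splits of the libraries. MiR-342-3p (chromosome 12, 108658620 to 108658718, intron of Evl) was lower in C3H by -2.77 in brain (SE 0.16, limma adjusted p = 1.77e-15) and -2.88 in heart (SE 0.19, limma adjusted p = 4.13e-14), in 8 of 8 libraries below all C57 libraries in both tissues and by -2.38 (A) and -3.27 (B) within letters in brain. MiR-135a-5p was lower in C3H heart by -3.87 (limma adjusted p = 2.53e-17, 8 of 8 below all C57, with -3.89 in A and -3.81 in B). Between sham C57 males and females 8 were called in lung, 26 in heart, 18 in brain, 23 in WBC and 17 in RBC. MiR-150-5p was higher in males by 2.19 in RBC (limma adjusted p = 2.06e-06, 8 of 8 above all females) and 2.61 in WBC (limma adjusted p = 0.000134, 7 of 7 above all females). Library size alone moved the WBC strain count to 91 (5 higher and 86 lower, against 22 and 28). The heart count for sex moved from 26 to 1 with surrogate variables in the fit and to 123 without the fold minimum.

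Libraries also differed in ways that strain and irradiation did not explain. After the group means were removed, the first component held 26.2% of the variance in lung, 43.1% in heart, 41.2% in brain, 37.9% in WBC and 29.9% in RBC. It was compared between sexes and between letters in 10 exact permutation tests (two-sided, adjusted by Benjamini-Hochberg). Of these 7 had an adjusted p under 0.05, and the other 3 were both tests in WBC and that of the letter in lung. Between male and female sham C57 mice it differed by -12.4 in heart (exact p = 0.000466, adjusted p = 0.00233, 8 of 8 males below all 7 females), by -13.5 in brain (exact p = 0.00528, adjusted p = 0.0136, 8 of 8 below the female median), by -7.60 in lung (exact p = 0.0277, adjusted p = 0.0395, 7 of 8) and by -6.58 in RBC (exact p = 0.0118, adjusted p = 0.0197, 8 of 8). Between letters A and B of the C3H females it differed by -9.89 in heart (exact p = 0.00544, adjusted p = 0.0136, 6 of 7 below all of letter B), by 8.89 in brain (exact p = 0.000311, adjusted p = 0.00233, 6 of 7 above all of letter B) and by 7.86 in RBC (exact p = 0.0112, adjusted p = 0.0197, 6 of 7 above the median of letter B). Within letters the lung calls were 35 (A) and 28 (B) in C3H and 6 (A) and 32 (B) in C57, where letter A held 2 irradiated mice. All 31 C3H lung calls and all 20 C57 lung calls tested in both letters had 1 direction in both.

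**Figure D4:**
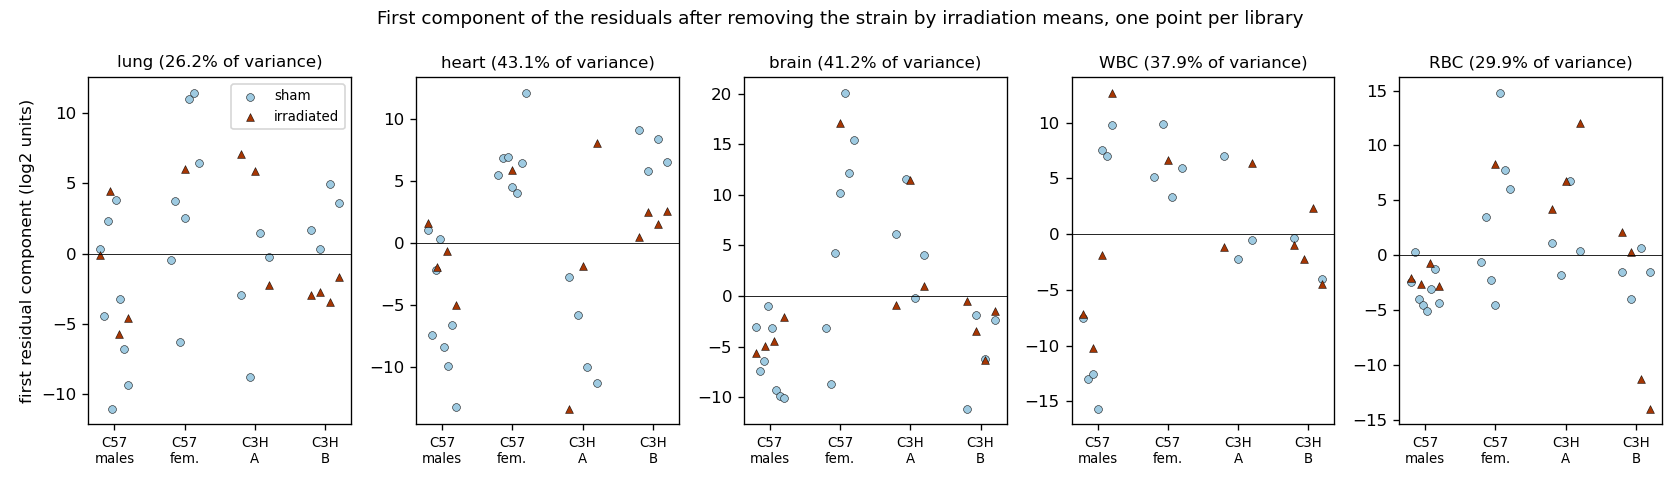
Position of each library on the first component of the residuals (vertical axis, log2 units) after removal of the strain by irradiation means, for C57 males and females and for letters A and B of the C3H mice. In heart, where it held 43.1% of the residual variance, C57 males lay below C57 females on average.

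Marker scores were compared in 28 exact permutation tests (two-sided, adjusted by Benjamini-Hochberg), of which 5 had an adjusted p under 0.05. The cardiac muscle score of C3H lung was 6.14 ± 0.30 (SD, n = 7) after irradiation and 7.23 ± 0.28 (SD, n = 8) in sham, a difference of -1.09 (exact p = 0.000155, adjusted p = 0.00218), with 4 of 4 members lower, 7 of 7 libraries below all sham, and -1.28 (A) and -0.97 (B) within letters. In C57 lung it differed by -0.35 (exact adjusted p = 0.127), and by -0.52 (exact adjusted p = 0.0265) without irradiated replicate 1. The endothelial score of C3H lung differed by -0.36 (exact adjusted p = 0.0357, 7 of 7 below the sham median). Its member miR-126a-3p (mmu-miR-126a-3p) held the top rank in 33 of 35 lung libraries, so the quantile step fixed its change at 0.00, while its share fell from 387107 ± 24012 RPM (SD, n = 8) to 312158 ± 43603 RPM (SD, n = 7). Without the quantile step the score differed by -0.78 (TMM, exact adjusted p = 0.00145) and -0.49 (library size alone, exact adjusted p = 0.00580). Without irradiated replicate 2, 3, 4, 6 or 7 its exact adjusted p was 0.0513 to 0.0824. In C3H heart the leukocyte score differed by -0.52 (exact adjusted p = 0.0357, 7 of 7 below the sham median), and its member with a call was miR-150-5p, which is also on the study list. This difference passed the threshold neither with TMM (-0.41, exact adjusted p = 0.172) nor with library size alone (-0.53, exact adjusted p = 0.225), and its exact adjusted p was 0.0693 to 0.0895 without irradiated replicate 3, 4, 5, 6 or 7. The ciliated epithelium score was higher by 2.33 in C3H heart (exact adjusted p = 0.00218) and by 1.06 in C57 heart (exact adjusted p = 0.0337), with 4 of 4 members higher in both and 7 of 7 and 5 of 5 libraries above the sham median. In C57 it was 0.96 (exact adjusted p = 0.0626) without irradiated replicate 2 and 1.02 (exact adjusted p = 0.0508) without replicate 3. Of its members, miR-34b-3p and miR-34c-3p are on the study's heart list. Because miR-449a-5p was not tested in heart, the score there held only the arms of miR-34b and miR-34c, neighbouring genes on chromosome 9. Its 4 members thus stand for 1 locus. The score adds no evidence for ciliated cells beyond the rise of these miRNAs given above. The other scores did not differ at an adjusted p under 0.05 in either tissue with all libraries and the quantile step. In C3H heart the cardiac muscle, endothelial and mesenchymal scores did so without irradiated replicate 1 (-0.83, -0.40 and -0.54, exact adjusted p = 0.0443, 0.0420 and 0.0253), and the erythrocyte score without replicate 2 (-1.16, exact adjusted p = 0.0124). With TMM the cardiac muscle and mesenchymal scores of C3H heart passed (-0.80 and -0.45, exact adjusted p = 0.0366 and 0.0392), as did the ciliated epithelium score of C3H lung with library size alone (0.50, exact adjusted p = 0.0113). In C57 males alone the mesenchymal score of heart passed (-0.24, exact adjusted p = 0.0435). In C3H and C57 lung the erythrocyte score differed by 0.63 and -1.03, the epithelial score by -0.15 and 0.02, and the mesenchymal score by 0.06 and -0.08. In heart the differences were -0.91 and -0.19 (erythrocyte), -0.65 and -0.51 (epithelial), and -0.46 and -0.14 (mesenchymal).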

Values the study reported

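At an endpoint of 4 months in C3H mice and 6 months in C57 mice, the study reported 74 changed miRNA sequences in lung and 26 in heart of C3H mice. In C57 mice it reported 15 sequences in lung and 3 in heart. The thresholds given for these tissues were a p-value of 0.05 and a fold change of 2.25, and whether the p-value was adjusted was not stated. For the blood fractions of C3H mice it reported 11 altered sequences in RBC and 3 in WBC at a p-value under 0.05, and fewer in C57 mice.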

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

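The tests here were chosen after the data had been seen, except for the splits of the libraries. A library was singled out where its gap to the nearest other library of its group was a large part of the range of the group. This held for 7 of 134 values examined, where chance gives 6.7. The sham C57 groups, with 15 libraries or 11 in WBC, were too large for this test, so no sham C57 library was examined.

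Replicate 5 of irradiated C57 mice, the single irradiated female of that strain, stood apart in 3 values. Its heart library held 2053246 counts against 3018441 to 3264576 in the others (gap over range 0.797), its miR-150-5p in heart was 8.48 on the log2 scale against 7.54 to 7.70 (0.833), and its most abundant miRNA in lung took 25.7% against 30.9% to 32.9% (0.718). Sham C57 females differed from sham males by 0.25 in log2 total counts of heart and by -0.0835 in miR-150-5p, in neither case in the direction of replicate 5. The difference of 3.72 percentage points in the lung share decided nothing, because miR-21a-5p and not miR-126a-3p was on top in sham male replicates 1 and 4 (20.2% and 23.7%). With 1 irradiated female, sex after irradiation, a library batch and the individual animal cannot be told apart.

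In C3H heart, sham replicate 4 had a miR-34c-3p of -0.65 against 1.44 to 2.52 (0.661) and held 3 counts of it, where the others had 8 to 20, so few counts may account for the gap. Irradiated replicate 1 had a miR-10b-5p of 7.04 against 7.85 to 8.41 (0.591). It also lay at -13.4 on the first residual component against -1.84 to 8.10 in the others, which is consistent with a shift of the whole library. It bears letter A, and the 4 sham libraries of letter A lay at -11.3 to -2.73 on this component while all of letter B lay above 0, so a library batch that follows the letter may account for it. The other 2 irradiated libraries of letter A lay at -1.84 and 8.10. Sham replicate 3 had a leukocyte score of 8.81 against 7.54 to 8.13 (0.536). Its erythrocyte score of 8.44 was above the 7.13 to 8.33 of the others, so more blood in the sample may account for it. In C3H lung, irradiated replicate 4 had a ciliated epithelium score of 7.79 against 8.07 to 8.24 (0.619). Its total of 3476515 counts lay within the 2722817 to 3980894 of the others, so depth gave no answer, and the proportion of airway in the sample was not measured. No biological explanation was tested for single libraries.

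MiR-184-3p in lung rose more in C3H than in C57 mice, by 2.44. Of 100 splits of the libraries 3 gave as many calls in the interaction. At a common depth of 2024219 counts the difference had a median of 2.41 (1.91 to 2.76) over 100 thinnings, all past the fold minimum of 1.17, which argues against depth as the source of the difference. Of the thinnings 86 kept an adjusted p under 0.05 (median 0.0119 by limma), under the 90 set for this test, so whether the call holds at that depth stays open. Strain and time after exposure (month 4 against month 6) cannot be told apart, and both stay open as untested explanations.

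The change after WTLI differed between lung and heart for 20 miRNAs in C3H and 12 in C57. As many calls came from 2 and 1 of 100 splits, with up to 28 and 4 in the other splits. MiR-7b-5p differed by 4.28 in C3H and 4.33 in C57, and in heart it changed by 0.13 and 0.26. Brain held the miRNA at a level that a share of 2.06% (C3H) or 7.84% (C57) of brain RNA in lung would explain. Of the rise that such a share would bring, 10 other brain miRNAs showed a median fraction of 0.00186 in C3H and 0.0100 in C57 (highest 0.0570 and 0.0309), which argues against brain RNA. MiR-7a-5p, with a similar sequence, changed by 0.33 and 0.53, which argues against reads shared between the miRNAs. A response of lung to irradiation is a candidate explanation that was not tested otherwise.

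MiR-34c-5p differed between the tissues by -2.60 in C3H and -1.43 in C57, and miR-34b-3p by -2.58 and -1.47, through the rise in heart. Lung holds both at a high level, so a share of 9.09% (C3H) or 0.826% (C57) of lung RNA in heart would explain miR-34c-5p. Of the rise that such a share would bring, 10 other lung miRNAs showed a median fraction of -0.0544 (C3H, from -0.129 to 1.22) and -0.0498 (C57, from -0.418 to 2.74). This argues against lung tissue in general as the whole source, while RNA of a single cell type was not tested.

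MiR-10a-5p differed between the tissues by -1.56 in C57, with -0.88 in lung and 0.49 in heart. It was examined beside miR-10b-5p, which has a similar sequence and rose in both tissues and strains. MiR-10a-5p changed by -0.46 (C3H) and -0.88 (C57) in lung and by 0.23 and 0.49 in heart, all below the rise of miR-10b-5p, which argues against shared reads as the source of that rise. MiR-335-3p differed by 1.21 in C57 (1.07 in lung, -0.13 in heart) and fell under the fold minimum without irradiated C57 replicate 2 (1.13) or 3 (1.14). In C3H, miR-1983 differed by 2.89, with -1.41 in heart and no test in lung, where it did not pass the filter. MiR-210-3p differed by -1.26, with -0.45 in lung and 0.80 in heart. It fell under the fold minimum without irradiated C3H replicate 1 (-1.14), under DESeq2 (-1.09) and with 10 counts in every library (-1.15), and with library size alone it was -0.62 (limma adjusted p = 0.119). No technical explanation was tested for these 3 miRNAs, and a difference between the tissues stays open.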

How the results depend on the processing

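Surrogate variables, the fits of letter A alone and of letter B alone, and leaving out each irradiated C3H library for the interactions, the shared calls, the lists, the marker scores and lung against heart were chosen after seeing the data, and all other alternatives before. Of the counts of calls under alternatives, 497 stayed within 1.5 times the count reported and 100 did not. For single miRNAs and marker scores 1547 values kept their direction and their side of the threshold, 77 lost the call, 41 gained it and 20 changed direction. The interaction call in lung, miR-184-3p, was 1 call under edgeR, DESeq2, TMM scaling and library size alone.

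Without the fold minimum the calls, which then rest on the adjusted p alone, were 117 (C3H lung), 58 (C57 lung), 52 (C3H heart), 11 (C57 heart) and 21 (lung against heart in C57). Between the strains they were 53 in lung, 120 in heart, 69 in brain and 45 in RBC, and between the sexes 27 in lung, 123 in heart, 99 in brain, 35 in WBC and 43 in RBC.

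The requirement of at least 10 counts in every library leaves fewer miRNAs to test. It gave 13 calls in C3H lung, 8 in C57 lung, 6 shared by the strains in lung, 0 for the lung interaction, 10 in C3H heart, 5 of the heart list in C3H, and 4 (C3H) and 3 (C57) for lung against heart. For 0 in the lung interaction, the count at an unadjusted p under 0.05 with the usual filter was 47. Between the strains 8 were called in lung, 16 in heart, 4 in brain, 25 in WBC and 4 in RBC, and between the sexes 3 in lung, 10 in heart, 6 in WBC and 5 in RBC. With the filter loosened to 1 count in any library the calls were 11 in C57 heart, 4 for the heart interaction, 28 for lung against heart in C57, 2 in C57 brain, 5 in C57 WBC, and 1 each in C3H RBC, C57 RBC and the RBC interaction. Between the sexes they were 16 in lung, 51 in heart and 35 in WBC, and between the strains 24 in RBC.

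EdgeR called 14 miRNAs between the sexes in lung, 6 in C3H RBC and 1 in C57 RBC. DESeq2 called 14 between the sexes in lung, 2 for the heart interaction, 2 in C57 brain, 13 in C3H RBC, 1 in C57 RBC and 1 for the RBC interaction. Voom with TMM called 10 between the sexes in WBC. With library size alone there were 5 calls in C57 heart, 2 of the heart list in C57, 35 (C3H) and 6 (C57) for lung against heart, 91 between the strains in WBC, and 5 (lung), 46 (heart) and 41 (WBC) between the sexes. The cause was not tested for these moves.

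The share of higher calls moved with the scaling. In C3H lung, with 22 higher and 12 lower, it was 27 and 7 under DESeq2, 27 and 9 under TMM, and 41 and 3 under library size alone. In C57 lung, with 13 and 8, it was 17 and 4 under edgeR, 17 and 6 under DESeq2, 17 and 3 under TMM, and 20 and 2 under library size alone. Of the C3H lung calls 26, 26, 28 and 25 were also called under edgeR, DESeq2, TMM and library size alone, and of the C57 lung calls 16, 16, 16 and 15. Between the strains the split in lung moved from 13 and 7 to 19 and 6 (edgeR) and 16 and 5 (TMM). In heart it moved from 22 and 14 to 31 and 12 (edgeR), 35 and 6 (DESeq2) and 37 and 5 (library size alone). In WBC it moved from 22 and 28 to 5 and 86 (library size alone), and in RBC from 7 and 7 to 7 and 11 (edgeR) and 6 and 15 (DESeq2). Between the sexes the lung split moved from 3 and 5 to 8 and 6 under edgeR and DESeq2. In heart it moved from 16 and 10 to 27 and 8 (edgeR), 32 and 6 (DESeq2), 24 and 8 (TMM) and 44 and 2 (library size alone). In WBC it moved from 16 and 7 to 11 and 8 (edgeR), 4 and 6 (TMM) and 40 and 1 (library size alone), and in RBC from 7 and 10 to 4 and 18 (edgeR) and 4 and 19 (DESeq2). For lung against heart in C3H it moved from 10 and 10 to 9 and 15 (edgeR), 9 and 16 (TMM) and 30 and 5 (library size alone). Library size alone moved the median log2 difference of all tested miRNAs to -0.17 in C3H heart, -0.34 in C3H WBC, -0.35 in C3H RBC and 0.44 for lung against heart in C3H. Between the strains it moved to 0.33 in heart and -0.75 in WBC, and between the sexes to 0.27 in heart and 0.47 in WBC. For the interactions it moved from near 0 to 0.16 in lung, -0.21 in heart, -0.28 in WBC and -0.33 in RBC, and in C57 WBC to -0.08. Other scalings moved it by over 0.1 for the RBC interaction (0.16 with edgeR, 0.19 with DESeq2), lung against heart in C3H (-0.15 with edgeR, -0.14 with TMM), C3H RBC (0.07 with edgeR), the strains in heart (0.09 with DESeq2), WBC (-0.12 with TMM) and RBC (-0.09 with DESeq2), and the sexes in brain (-0.00902 with DESeq2, from 0.13) and WBC (0.10 with DESeq2).

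In C57 males alone, with fewer mice, the calls were 6 in lung, 5 in heart, 6 shared by the strains in lung, 4 shared in heart, 3 of the lung list and 3 of the heart list. With only the C57 libraries in the fit 11 were called in C57 lung. Sex as a covariate gave 3 calls in C57 brain, and the letter as a covariate gave 1 for the heart interaction. Letter A alone, with fewer libraries, gave 6 in C57 lung, 38 in C3H heart and 1 in C57 RBC, and letter B alone gave 32 in C57 lung and 11 in C3H heart. Surrogate variables gave 8 in C57 lung, 7 for the lung interaction, 8 in C57 heart and 1 in C3H WBC, with 15 between the strains in heart, and 2 (lung), 1 (heart) and 10 (RBC) between the sexes. The cause was not tested.

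The fit of all tissues with the animal as a replicate block gave 8 calls in C57 heart, 3 in C57 brain, 2 in C3H WBC and 13 in C3H RBC. Fits with the block moved no other count of calls beyond 1.5 times. Joining the tissues and blocking on the animal were not told apart, and the correlation estimated for the block was only 0.0175. Counts of 0 in C57 brain, C3H WBC and C3H RBC thus depended on the fit, and in C3H RBC 43 miRNAs had an unadjusted p under 0.05.

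Fits that each left out 1 library were run for irradiated libraries only in lung, heart, brain and RBC. Single sham libraries there were not covered. Across the fits the calls ranged from 29 to 33 in C3H lung, 15 to 27 in C57 lung, 17 to 32 in C3H heart, 3 to 4 in C57 heart, 0 to 2 in C3H RBC, and 16 to 29 (C3H) and 7 to 9 (C57) for lung against heart. They stayed at 1 for the lung interaction, and at 0 in C3H and C57 brain and WBC, in C57 RBC, and for the interactions in brain, WBC and RBC, where 21, 5 and 12 had an unadjusted p under 0.05. For the heart interaction, with 0 calls and 51 at an unadjusted p under 0.05, they ranged from 0 to 4. Shared calls ranged from 11 to 15 in lung and 1 to 3 in heart. Marker scores past the threshold ranged from 3 to 8. List calls ranged from 5 to 7 (C3H lung), 4 to 7 (C57 lung), 7 to 8 (C3H heart) and 1 to 2 (C57 heart). Single libraries moved 7 of these by more than 1.5 times. Without irradiated C3H replicate 1 there were 32 calls in C3H heart, 2 in C3H RBC, 4 for the heart interaction and 8 marker scores. The heart interaction had 1 call without C3H replicate 3, and 3 marker scores passed without C3H replicate 3, 4, 6 or 7. The shared heart calls were 1 without irradiated C57 replicate 3, the C57 heart list had 2 calls without replicate 4 or 5, and lung against heart in C57 had 7 without replicate 1.

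Surrogate variables took the call from miR-10b-5p, both arms of miR-21a and miR-335-5p in C3H lung, from miR-541-5p, miR-376b-3p, miR-21a-3p and miR-335-5p in C57 lung, and from miR-21a-5p, miR-34a-5p and miR-199b-5p in C3H heart. In C57 males alone miR-21a-3p and miR-335-5p were not called in C57 lung (1.00 and 1.10), nor was miR-335-3p for lung against heart (0.85), and miR-34b-3p was called in C57 heart (1.39).

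MiR-21a-5p in C57 lung, not called with 0.85, was called in 4 of 20 alternatives, with 1.29 to 1.60, and changed by -0.39 with surrogate variables. The other reversals were those of marker scores. Under TMM scaling the endothelial and epithelial scores of C57 lung differed by -0.26 and -0.15 and the cardiac muscle score of C57 heart by -0.13. Under library size alone the epithelial score differed by 0.0205 in C3H lung and -0.0189 in C57 lung, the endothelial and mesenchymal scores of C57 lung by -0.13 and 0.0231, and the cardiac muscle score of C57 heart by -0.0583. In C57 males alone the epithelial, ciliated and mesenchymal scores of lung differed by -0.0248, 0.0103 and 0.0270, and the leukocyte, cardiac muscle and endothelial scores of heart by -0.00666, -0.28 and -0.0688. Across the fits that each left out 1 irradiated C57 library, the cardiac muscle score of C57 heart ranged from -0.0206 (without replicate 4) to 0.114 and was -0.000402 without replicate 2, and the epithelial score of C57 lung ranged from -0.0287 (without replicate 3) to 0.0503 and was -0.0145 without replicate 4. The mesenchymal score of C57 lung was -0.15 at the lowest and 0.00203 without replicate 4, at the highest. The cause was not tested.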

Other observations

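The tests here were chosen after the data had been seen, except for the splits of the libraries. C3H lung had 34 calls, with 146 miRNAs at an unadjusted p under 0.05. The number of calls was lower than the number quoted from the study. Whether the p-values of the study were adjusted was not stated. Its counts and those given here may therefore not rest on the same threshold. C3H RBC had 0 calls, with 43 at an unadjusted p under 0.05. This was lower than the number quoted from the study, which gave no fold minimum for the blood fractions. C3H WBC had 0 calls, with 20 at an unadjusted p under 0.05. This was lower than the number quoted as well. The count was higher than that of the study in C57 lung, equal in C57 heart and lower in C3H heart. Equal counts in C57 heart do not mean equal sets. The 3 calls here were miR-10b-5p, miR-34c-5p and miR-21a-3p. The study named miR-10b-5p and miR-21-5p as common to the hearts of both strains, while miR-21a-5p was under the fold minimum here (1.08). It also reported that all its C57 heart miRNAs changed in lung, against 2 of 3 here.

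Splits of the libraries into groups of the same sizes, 100 per comparison with the real split included, were fitted in the same way. They had been drawn again once so that all splits differ, and the first draw, which is not reported, gave somewhat different counts. Only the real split (1 of 100) reached the counts in C3H lung, C57 lung and C3H heart, the shared calls in lung and in heart, and the correlation of the strains in lung. The highest of the other splits gave 7 calls in C3H lung, 7 in C57 lung, 15 in C3H heart and an r of 0.547 in lung. In C57 heart 2 of 100 splits gave at least 3 calls, and 1 of the other splits gave 20. The heart r of 0.289 was reached by 19 of 100 splits, so it was within what other splits gave. For the irradiation contrasts in brain, WBC and RBC and the interactions in heart, brain, WBC and RBC, where 0 were called, 100 of 100 splits gave at least as many. The counts at an unadjusted p under 0.05 there were 9 and 53 (C3H and C57 brain), 20 and 12 (WBC), 43 and 14 (RBC), and 51, 21, 5 and 12 for the interactions.

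Of the counts between strains, 1 of 100 splits, the real one, reached those in lung, heart, WBC and RBC, and 5 of 100 that in brain, where another split gave 27. Between the sexes only the real split, 1 of 100, reached the counts in lung, heart, brain, WBC and RBC, with 25 as the highest other count in heart against 26.

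Depth was examined by thinning all lung libraries to 2024219 counts. Of the calls 23 of 34 (C3H) and 12 of 21 (C57) were made again, and without the 3 most abundant miRNAs 33 of 34 and 18 of 21. The difference in detected miRNAs at that depth was 38.6 in C3H (exact p = 0.00109, n = 7 and 8) and 32.9 in C57 (exact p = 0.000580, n = 5 and 15), against 47.5 and 68.8 at full depth. This argues against depth as the whole source, and in C57, where irradiated libraries held more counts, depth may account for part. Blood left in the lung would raise all miRNAs that are abundant in red cells. Of 20 such miRNAs 13 were higher in C3H (median change 0.22) and 8 in C57 (-0.10), and these members went both ways. The 4 of the erythrocyte score were all higher in C3H and all lower in C57 lung, at exact adjusted p of 0.347 and 0.198. A change in blood content therefore stays open for the calls.

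The lower cardiac muscle score of C3H lung raised the question of less heart muscle RNA, which lung can hold in its large veins. Of 10 miRNAs enriched in heart 8 were lower in C3H lung (median -0.40) and 5 in C57 lung (median -0.05). With 4 of the 10 also in the score and members that went both ways, less heart muscle RNA and a change within lung cells cannot be told apart. Of 10 brain miRNAs, all those tested rose in C57 lung. MiR-9-5p, miR-137-3p, miR-124-3p, miR-9-3p, miR-129-5p and miR-128-3p rose by 1.33, 1.34, 1.89, 1.31, 1.23 and 0.52. In C3H lung the 10 went both ways. A small amount of brain RNA in C57 lung was not excluded for these, which include the shared call miR-129-5p. The share of brain RNA was far below that needed for miR-7b-5p (median fraction 0.0100).

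The letter in the sample titles and the first residual component pointed to a library batch. All 21 calls of C3H heart had 1 direction in both letters. These calls were made on both letters together, so such agreement was likely beforehand and decides little. The letters were spread nearly evenly over irradiated (3 A and 4 B) and sham mice (4 A and 4 B). The differences between the sexes of C57 and between the letters of C3H were compared across miRNAs, which are not independent replicates. Pearson's r was 0.0817 in lung, 0.745 in heart, -0.310 in brain, -0.302 in WBC and -0.371 in RBC. In heart the permutation p was 0.0961 (adjusted p = 0.481 over 5 tests). Whether a library batch shared by both strains lies behind the sex differences stays open in all 5 tissues, because the meaning of the letter is unknown.

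WBC and RBC libraries resembled each other. The abundance in WBC of the 20 most abundant miRNAs of RBC was 0.953 of that in RBC (median, quartiles 0.842 to 1.09). These were chosen for abundance and not for being specific to red cells, so red cell RNA in the WBC libraries stays open. MiR-223-3p was higher in the WBC than in the RBC library of the same mouse in 25 of 27 mice (median 5.74-fold), which argues against swapped labels. Red cell RNA in the WBC libraries, if present, would limit what the WBC comparison can show.

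MiRNA genes close together on a chromosome were examined in 54 exact permutation tests (two-sided, adjusted by Benjamini-Hochberg), of which 16 had an adjusted p under 0.05. On chromosome 12 (109585789 to 109743496) 24 tested miRNAs had a mean of 3.29 ± 0.11 (SD, n = 7) in irradiated and 2.67 ± 0.13 (SD, n = 8) in sham C3H lung, a difference of 0.62 (exact p = 0.000155, adjusted p = 0.00168, 7 of 7 above the sham median). In C57 lung the difference was 0.50 (exact p = 6.45e-05, adjusted p = 0.00168, 5 of 5), in C3H heart 0.35 (exact adjusted p = 0.00168, 7 of 7) and in C57 heart -0.11 (exact adjusted p = 0.181). In C3H heart it was 0.20 with library size alone (exact p = 0.232). The 12 more abundant members gave 0.68 in C3H and 0.59 in C57 lung, which argues against members with few counts as the source. The smaller of the values under TMM and library size alone was 0.78 and 0.63, which argues against the scaling. Of the 24 miRNAs, 19 (C3H) and 22 (C57) were higher in lung, and this cluster may respond as a unit, a hypothesis found and tested on the same libraries.

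On the X chromosome (147009441 to 147065002) 5 miRNAs were lower in lung, by -0.74 in C3H (exact adjusted p = 0.0103, 7 of 7 below the sham median) and -1.32 in C57 (exact adjusted p = 0.0435, 5 of 5). With library size alone the differences were -0.26 (exact p = 0.320) and -0.98 (exact p = 0.0348, adjusted p = 0.110). With TMM the differences were -0.55 in C3H (exact adjusted p = 0.0471) and -1.11 in C57 (exact adjusted p = 0.0684). The direction did not depend on the scaling in either strain. The C3H value passed the threshold with TMM but not with library size alone, so the scaling may account for it. The C57 value passed with neither.

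The other clusters with an adjusted p under 0.05 were that of miR-34b and miR-34c in heart, given above, and 6 that were not tested further. In C3H lung those on chromosomes 18 (from 61647825), 2 (10473931) and 15 (68337415) differed by -0.49, -0.58 and -0.23 (exact adjusted p = 0.00168, 0.0103 and 0.0303, 7 of 7 below the sham median in each). Those on the X chromosome from 7237683, 19146294 and 53047997 differed by 0.39, 0.43 and 0.41 (exact adjusted p = 0.0103, 0.00280 and 0.0280, 6, 7 and 6 of 7 above the sham median). In heart the cluster on chromosome 2 differed by -0.43 in C3H (exact adjusted p = 0.0441, 6 of 7) and -0.60 in C57 (exact adjusted p = 0.0108, 5 of 5), and that from 19146294 by 0.76 in C3H (exact adjusted p = 0.0441, 6 of 7). With library size alone the 3 on the X chromosome had an exact adjusted p under 0.05 again, and those on chromosomes 18, 2 and 15 had not. With TMM all 6 had an exact adjusted p under 0.05 again. For chromosomes 18, 2 and 15 in C3H lung it was 0.0014, 0.0206 and 0.0201. For chromosome 2 in heart it was 0.0302 (C3H) and 0.0289 (C57).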
